# G9a regulates temporal preimplantation developmental program and lineage segregation in blastocyst

**DOI:** 10.7554/eLife.33361

**Published:** 2018-05-10

**Authors:** Jan J Zylicz, Maud Borensztein, Frederick CK Wong, Yun Huang, Caroline Lee, Sabine Dietmann, M Azim Surani

**Keywords:** epigenetics, embryogenesis, transcription, blastocyst, Mouse

## Abstract

Early mouse development is regulated and accompanied by dynamic changes in chromatin modifications, including G9a-mediated histone H3 lysine 9 dimethylation (H3K9me2). Previously, we provided insights into its role in post-implantation development (Zylicz et al., 2015). Here we explore the impact of depleting the maternally inherited G9a in oocytes on development shortly after fertilisation. We show that G9a accumulates typically at 4 to 8 cell stage to promote timely repression of a subset of 4 cell stage-specific genes. Loss of maternal inheritance of G9a disrupts the gene regulatory network resulting in developmental delay and destabilisation of inner cell mass lineages by the late blastocyst stage. Our results indicate a vital role of this maternally inherited epigenetic regulator in creating conducive conditions for developmental progression and on cell fate choices.

## Introduction

The first developmental events in mouse are subject to regulation by information stored in the oocyte. The maternal inheritance in oocytes consists of mRNAs and proteins, which together direct rapid epigenetic reprogramming upon fertilisation, cell cleavage and activation of the zygotic genome (Ancelin et al., 2016; Li et al., 2010; Wasson et al., 2016).

The process of maternal-to-zygotic transition (MZT) in mice is first initiated in the late zygote, becoming more prominent at 2 cell stage (2C) on embryonic day (E) 1.5 (Golbus et al., 1973; Hamatani et al., 2004; Peaston et al., 2004). The initial wave of activation of many genes is followed by their repression within one or two cell cycles (Falco et al., 2007; Hamatani et al., 2004). How multiple genes are faithfully repressed during early embryogenesis to promote developmental progression remains unclear.

Extensive remodelling of the histone modifications and DNA methylation accompany division of blastomeres, which suggests a role for epigenetic regulatory mechanisms during development of the first embryonic lineages (Dahl et al., 2016; Liu et al., 2016; Smith et al., 2012; Wang et al., 2014; Wu et al., 2016; Zhang et al., 2016; Zheng et al., 2016). Outer trophectoderm (TE) cells are the first to be allocated together with the inner cell mass cells (ICM) at the blastocyst stage (E3.5). Shortly afterwards, by E4.0, the ICM segregates into primitive endoderm cells (PrE) and the pluripotent pre-Epiblast cells (Epi), which will give rise to the yolk sac and embryo proper respectively (Chazaud et al., 2006; Schrode et al., 2013).

We extend our previous study on the role of G9a-mediated H3K9me2 in mouse early post-implantation development (Zylicz et al., 2015), and examined the role of this histone methyltransferase during preimplantation development. We show that G9a (encoded by *Ehmt2* gene) is maternally inherited and drives the accumulation of H3K9me2 at 4C and 8C stage, which accounts for timely repression of a subset of transcripts expressed at 4C. Severe disruption of the gene regulatory network follows upon maternal loss of G9a, resulting in developmental delay and destabilisation of ICM lineages, and frequent loss of embryos at the peri-implantation stage. Altogether, our results indicate that maternally-inherited G9a is crucial for regulating appropriate gene expression changes during preimplantation development.

## Results and discussion

### G9a and H3K9me2 accumulate at 4 and 8 cell stage

First, we investigated the H3K9me2 dynamics in early mouse preimplantation development. Immunofluorescence (IF) analysis of 2C (E1.5), 4C (E2.0), 8C (E2.5) and late blastocysts (E4.5) revealed progressive and significant accumulation of H3K9me2 at 4C and 8C stage; this was not the case at 2C or at E4.5 (Figure 1A,B). A more substantial enrichment follows in the epiblast of postimplantation embryos (Zylicz et al., 2015).

**Figure 1.**
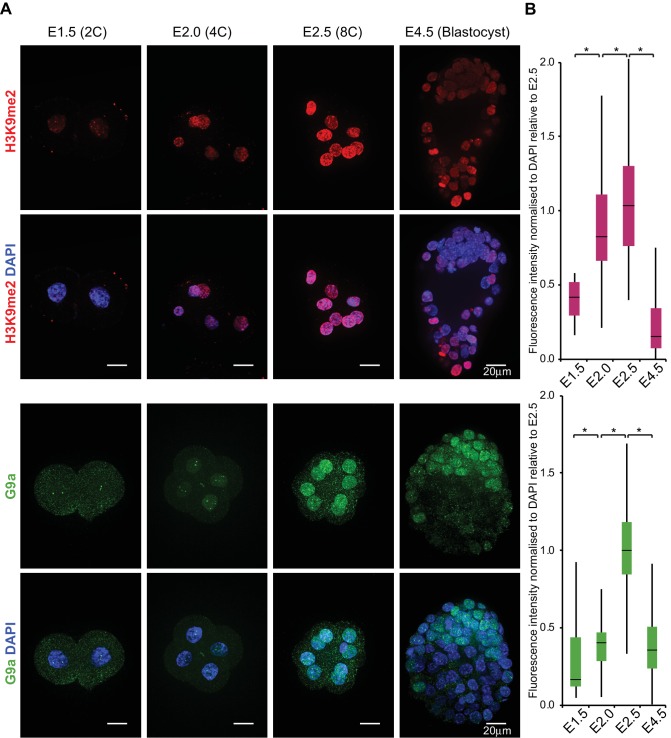
H3K9me2 and G9a accumulate at 4- and 8 cell stage. (**A**) Whole-mount IF staining for H3K9me2 (top panels) and G9a (bottom panels) in E1.5, E2.0, E2.5 and E4.5 embryos. DAPI intensity has been adjusted between time points for visualisation purposes (scale bar = 20 μm). IF signal is quantified (**B**) and visualised using box plots of median and interquartile range (IQR), with whiskers drawn 1.5xIQR away from the lower and upper quartiles. Data shows IF intensity normalised to DAPI for individual cells. At least 9 embryos were quantified for each time point. (*p<0.05 by Wilcoxon rank sum test). 2C: 2 cell stage; 4C: 4 cell stage; 8C: 8 cell stage; DAPI: 4',6-diamidino-2-phenylindole; H3K9me2: histone H3 lysine 9 dimethylation; IF: immunofluorescence; IQR: interquartile range. Also see Figure 1—figure supplements 1 and 2.

**Figure 1—figure supplement 1.**
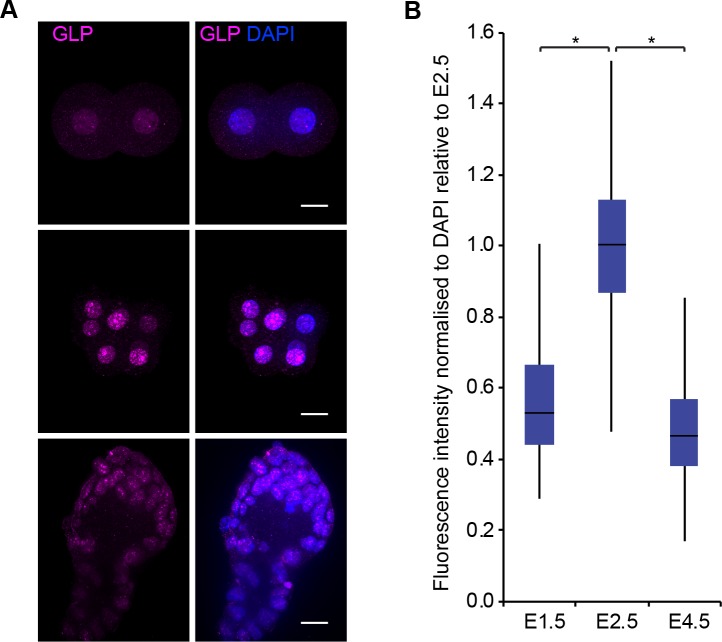
GLP accumulates at 8C (E2.5) stage. (**A**) Whole-mount IF staining for GLP in E1.5, E2.0, E2.5 and E4.5 embryos. DAPI intensity has been adjusted between time points for visualisation purposes (scale bar = 20 μm). IF signal is quantified (**B**) and visualised using box plots of median and interquartile range (IQR), with whiskers drawn 1.5xIQR away from the lower and upper quartiles. Data shows IF intensity normalised to DAPI for individual cells. At least 10 embryos and 19 nuclei were quantified for each time point. (*p<0.05 by Wilcoxon rank sum test). 2C: 2 cell stage; 4C: 4 cell stage; 8C: 8 cell stage; DAPI: 4',6-diamidino-2-phenylindole; GLP: G9a-like protein; IF: immunofluorescence; IQR: interquartile range.

**Figure 1—figure supplement 2.**
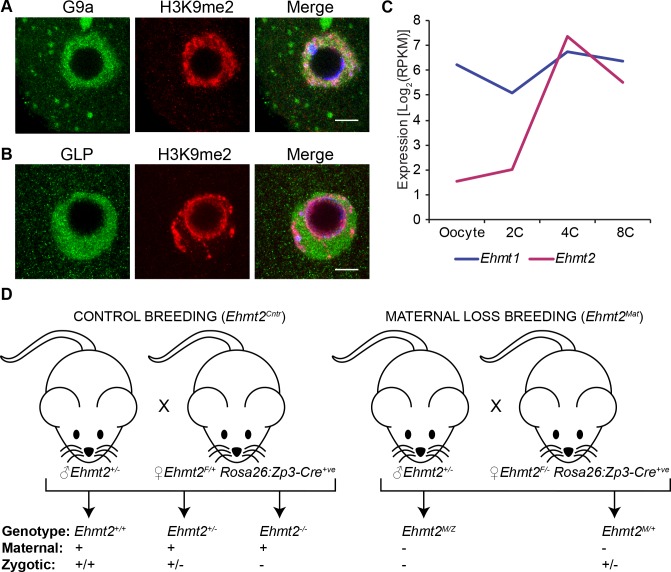
Both G9a and GLP are maternally inherited. (**A–B**) Whole-mount IF staining on wildtype germinal-vesicle stage oocyte using anti-G9a (**A**) and anti-GLP (**B**) antibodies. Shown is a representative image of the germinal vesicle. seven oocytes were imaged per staining. Scale bar = 10 μm. (**C**) Expression profile of Ehmt1 (encoding GLP) and Ehmt2 (encoding G9a) during early preimplantation development. Dataset used for this this analysis is from GSE22182 (Tang et al., 2011). Presence of both Ehmt1 and Ehmt2 transcripts is detectable (>1 Log_2_RPKM) at oocyte stage. (**D**) Schematics of breading plan used to obtain both control embryos (*Ehmt2^Cntr^*) as well as maternally depleted ones (*Ehmt2^Mat^*). 2C: 2 cell embryo, 4C: 4 cell embryo; 8C: 8 cell embryo; *Ehmt2^Cntr^*: control embryos with maternally inherited G9a; *Ehmt2^M/+^* embryos maternally depleted but with zygotic expression of G9a; *Ehmt2^M/Z^* embryos without both maternal and zygotic expression of G9a; *Ehmt2^Mat^* embryos maternally depleted of G9a; GLP: G9a-like protein; H3K9me2: histone H3 lysine nine dimethylation; IF: immunofluorescence; RPKM: reads per kilobase of transcript per million of mapped reads.

The first wave of H3K9 dimethylation is consistent with increased level of G9a at 4C, and more significantly so at 8C stage (Figure 1A,B). What is more, G9a’s binding partner GLP also accumulates in 8C embryos (Figure 1—figure supplement 1). These results, in line with a previous immunofluorescence study (Li et al., 2013), indicate that even low levels of nuclear G9a at 4C stage are sufficient to initiate H3K9 dimethylation. Thus, following the burst of transcription at 2C stage, blastomeres accumulate substantial levels of repressive H3K9me2 mark, although its functional significance remains unclear.

### G9a promotes developmental progression and primitive endoderm (PrE) segregation

To determine the role of G9a in preimplantation development, we first induced depletion of the maternal pool of both the *Ehmt2* transcript and G9a protein in the oocyte (Figure 1—figure supplement 2). To do so, we used *Zp3-Cre*-expressing *Ehmt2^F/-^* females (*Ehmt2^F/+^* for controls), in which conditional allele is recombined under Cre recombinase expression during oogenesis (de Vries et al., 2000), and crossed them with *Ehmt2^+/-^* males. Whereas loss of both maternal and zygotic G9a (*Ehmt2^M/Z^*) does not appear to grossly affect early development up to the E2.5 stage, these embryos show slight developmental delay and lack of substantial accumulation of H3K9me2 (Figure 2A,B, Figure 2—figure supplement 1A). Upon further development in vitro, the maternally depleted embryos do form blastocysts (E4.5), however with fewer *Pou5f1*-positive ICM cells (Figure 2—figure supplement 1B,C).

**Figure 2.**
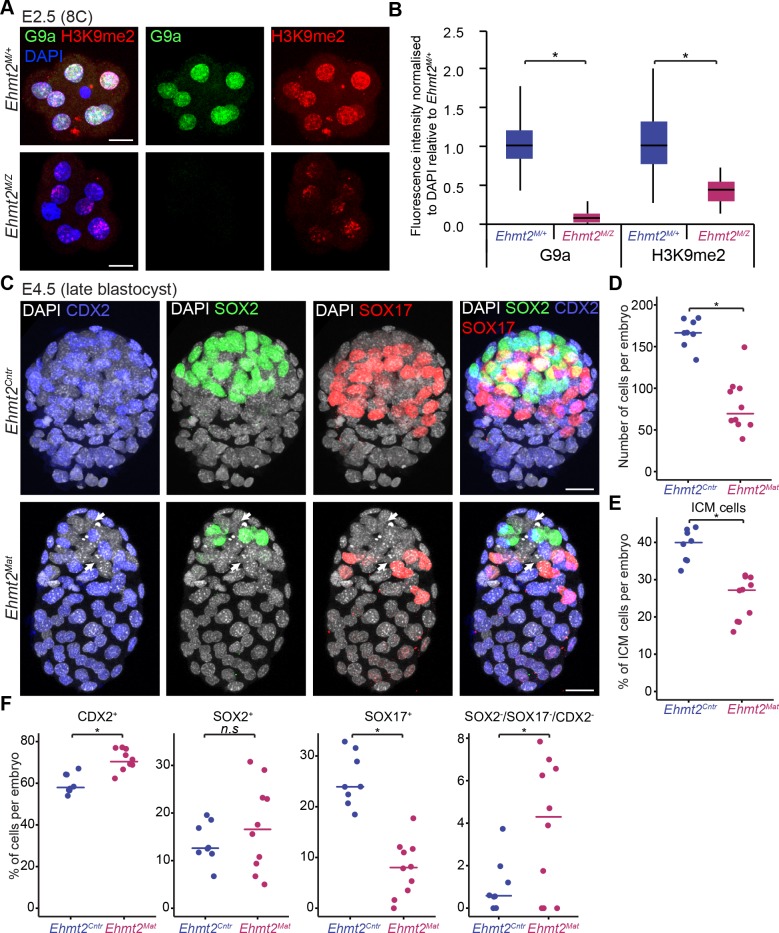
Lack of maternal G9a leads to smaller blastocysts with fewer PrE cells. (**A**) Whole-mount IF staining for G9a and H3K9me2 in E2.5 *Ehmt2^M/Z^* and *Ehmt2^M/+^* embryos. (Scale bar = 20 μm). (**B**) IF signal quantification for G9a and H3K9me2 from Figure 2A. Box plots show median and interquartile range (IQR), with whiskers drawn 1.5xIQR away from the lower and upper quartiles. Data shows IF intensity normalised to DAPI. At least six embryos were quantified for each genotype. (*p<0.05 in Wilcoxon rank sum test). (**C**) Whole-mount IF staining of E4.5 *Ehmt2^Mat^* and *Ehmt2^Cntr^* blastocysts using anti-CDX2 (TE, Blue), anti-SOX2 (Epi, Green) and anti-SOX17 (PrE, Red) antibodies. White arrows point towards nuclei devoid of staining for any lineage marker. (Scale bar = 20 μm). (**D–F**) Dot plots showing IF quantification from Figure 2C in relation to embryo genotypes. Each dot represents one embryo, 10 *Ehmt2^Mat^* and 8 *Ehmt2^Cntr^* embryos were quantified. (**D**) Total number of cells in an embryo. (**E**) Percentage of cells within the ICM (SOX2^+^ or SOX17^+^). (**F**) Percentage of cells within each lineage or showing no marker gene expression (SOX2^-^SOX17^-^CDX2^-^). Line shows the median. (*p<0.05 in Wilcoxon rank sum test). CDX2: Caudal Type Homeobox 2; DAPI: 4',6-diamidino-2-phenylindole; *Ehmt2^Cntr^*: control embryos with maternally inherited G9a; *Ehmt2^M/+^* embryos maternally depleted but with zygotic expression of G9a; *Ehmt2^M/Z^* embryos without both maternal and zygotic expression of G9a; *Ehmt2^Mat^* embryos maternally depleted of G9a;Epi: pre-epiblast; H3K9me2: histone H3 lysine 9 dimethylation; ICM: inner cell mass; IF: immunofluorescence; IQR: interquartile range; PrE: primitive endoderm; SOX2: SRY box 2; SOX17: SRY box 17; TE: trophectoderm. Also see Figure 2—figure supplement 1.

**Figure 2—figure supplement 1.**
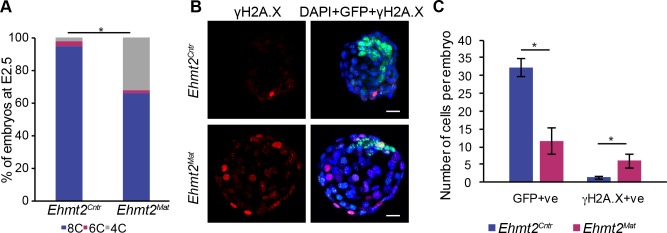
Loss of maternal G9a results in developmental delay and increased γH2A.X staining with fewer ICM cells. (**A**) Bar-plot quantification of Ehmt2^Cntr^ and Ehmt2^Mat^ embryo morphology at E2.5. At least 42 embryos per genotype were assessed (*p<0.05 in Chi^2^ test). (**B**) Whole-mount IF staining for γH2A.X of in vitro cultured E4.5 equivalent Ehmt2^Mat^ and Ehmt2^Cntr^ embryos. These embryos express GFP under a ΔPE-Pou5f1 promoter thus marking ICM cells but not allowing for the distinguishing of the Epi from PrE cells. γH2A.X is associated with cell cycle progression and a marker of DNA damage. (Scale bar = 20 μm). (**C**) Bar plot showing quantification of Pou5f1-GFP-positive and γH2A.X-positive cells in blastocysts depending on their genotype. Data are represented as mean (±SEM) from four embryos (*p<0.05 in Wilcoxon rank sum test). *ΔPE*: proximal enhancer deletion; *Ehmt2^Cntr^*: control embryos with maternally inherited G9a; *Ehmt2^Mat^* embryos maternally depleted of G9a; γH2A.X: phospho-S139 H2A histone family member X; GFP: green fluorescent protein; IF: immunofluorescence.

Next, we performed a detailed IF analysis of mutant and control embryos recovered at E4.5 for SOX2, SOX17 and CDX2, the critical markers of epiblast (Epi), primitive endoderm (PrE) and trophectoderm (TE), respectively (Figure 2C). We found no significant difference concerning lineage allocation between *Ehmt2^M/Z^* and *Ehmt2^M/+^* embryos and thus decided to group them together as maternally depleted embryos (*Ehmt2^Mat^*). Similarly, control embryos (*Ehmt2^Cntr^*) of different genotypes (e.g. *Ehmt2^+/-^* vs *Ehmt2^-/-^*, data not shown) also do not reveal detectable phenotypic differences at E4.5. In contrast, *Ehmt2^Mat^* compared to *Ehmt2^Cntr^* blastocysts show significantly reduced cell numbers (80 vs 166 cells, respectively), and with fewer ICM (SOX2^+ve^ or SOX17^+ve^) cells (25.0% vs 39.1% respectively) in line with our initial observation (Figure 2D,E, Figure 2—figure supplement 1B,C). We attribute the changes primarily to a relative reduction in PrE cells (7.9% vs 25.3%), as well as to a relative increase in the ICM cells that do not display expression of any of the three lineage markers (Figure 2F).

This observation suggests that maternal loss of G9a results in delayed development and lineage segregation within the ICM. The observed phenotype is however not entirely due to a developmental delay since we also see defects in lineage stabilisation within the ICM, potentially resulting in cell loss. Consistently, when comparing *Ehmt2^Mat^* and *Ehmt2^Cntr^* blastocysts we observed a significant increase in the levels γH2A.X, a hallmark of genetic stress and misregulation of the cell cycle (Figure 2—figure supplement 1B,C) (Turinetto and Giachino, 2015). Accumulation of γH2A.X also occurs in cells with decondensed chromatin potentially due to loss of H3K9me2 (Banáth et al., 2009). Notably, ‘knockdown’ of GLP, a binding partner of G9a, also results in defects in blastocyst, increased cell death, and loss of cells in the ICM (Huang et al., 2015). Thus, G9a-GLP complex likely promotes developmental progression in vivo, with a timely specification of the PrE and stabilisation of lineage choices. The significant reduction in the number of cells in mutant embryos as well as accumulation of γH2A.X indicate potential misregulation of the cell cycle as we reported in the postimplantation epiblast (Zylicz et al., 2015). Nevertheless, mutant embryos show defects in timely lineage segregation and stabilisation at the blastocyst stage, which indicates that epigenetic programming might create conditions conducive to cell fate choices. Previous studies have similarly indicated that arginine methylation by CARM1 and PRDM14, might also be important for the establishment of the Epi (Burton et al., 2013; Torres-Padilla et al., 2007). We thus hypothesise that maternal G9a is involved in setting up a stable transcriptional and epigenetic network allowing for timely developmental progression and lineage segregation at the blastocyst stage.

### G9a represses a subset of 4C upregulated genes

To address the functional relevance of G9a in transcriptional regulation, we focused on the 8C stage (E2.5), when we detect accumulation of the highest levels of G9a and H3K9me2. Loss of maternal G9a at 8C has yet to result in an overt phenotype except for a mild developmental delay. 

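The data analysed here come from 19 single 8C embryos collected at E2.5: 9 Ehmt2Cntr embryos and 10 Ehmt2Mat embryos. No counts for control embryo 4 are in the files analysed here, so the 10 controls of the paper are represented by embryos 1 to 3 and 5 to 10. Control embryos came from Ehmt2F/+ mothers and Ehmt2Mat embryos from Ehmt2F/- mothers, both carrying Zp3-Cre, which recombines the conditional allele during oogenesis. Of the controls, 3 had the zygotic genotype +/- and 6 had +/+. Of the Ehmt2Mat embryos, 5 had no functional zygotic copy (Ehmt2M/Z) and 5 had a functional copy (Ehmt2M/+). The cDNA of each embryo was amplified by a protocol with a bias towards the 3′ end of transcripts, and libraries were sequenced as single-end 50 bp reads. The sequencer is given as HiSeq4000 in the methods and as HiSeq1500 in the sample records. For each embryo the authors deposited the number of reads on each of 34937 Ensembl genes (release 82, GRCm38/mm10), without normalization. The file headers record counting on exons with featureCounts 1.5.0, with an overlap of at least 10 bases, with a read counted for every gene it overlaps and with reads flagged as multi-mapping kept. The methods describe Tophat2 alignment and SeqMonk counts for the gene analysis, and bowtie with uniquely mapping reads and featureCounts for the transposable element analysis.

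The total count per embryo ranged from 12985149 to 30053248 in controls (median 16515440) and from 8231646 to 30602434 in Ehmt2Mat embryos (median 16045900), and log2 totals did not differ between the groups (exact permutation test, p = 0.367). Uniquely mapped reads listed by the paper for the same embryos ranged from 6776230 to 122646338 in controls (median 9500862) and from 5947899 to 14861570 in mutants (median 8859150), and the values below use the deposited counts. Mitochondrial genes took 12.6% ± 4.8 (SD, n = 9) of the counts in controls and 13.5% ± 4.9 (SD, n = 10) in mutants. A gene with 3 counts had between 0.091 and 0.363 CPM (counts scaled to the library size) depending on the embryo. Values below this level in an embryo rest on fewer than 3 counts. No pair of embryos had identical counts, and the highest Pearson correlation between any pair across genes was 0.939, so all 19 were treated as separate samples. This shows only that no embryo was entered more than once. The labels used here name no mother or litter, and the groups came from different mothers by design. The p-values below treat embryos as independent, and an effect of mother or litter could not be separated from maternal genotype. Genes were tested with edgeR's quasi-likelihood test after edgeR's filter on low counts, which kept 11754 genes, and TMM normalization, and a gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05. The embryo numbers run from 1 to 10 in both groups, and 9 numbers have counts in both. Embryos with the same number had a mean correlation of 0.012 between their deviations from the group means, against -0.002 for embryos with different numbers (permutation test, p = 0.298), so the main fit has no replicate block and the fit with one is given beside it, with the numbers taken from the sample records.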

To determine if there are underlying consequences of loss of G9a already at 8C, we performed single-embryo RNA-seq on ten control (*Ehmt2^Cntr^*), and ten maternally depleted embryos (*Ehmt2^Mat^*), which were morphologically indistinguishable (Figure 3—source data 1). 

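Among the 10 Ehmt2Mat embryos, 5 Ehmt2M/Z embryos were, by genotype, without maternal and zygotic G9a, and 5 Ehmt2M/+ embryos had a functional zygotic copy. Reads on Ehmt2 were still counted in all of them, so the loss is given by the genotype and not by these counts. Total counts of these embryos lay between 8231646 and 30602434. Of 12195 genes tested, 0 passed an adjusted p-value of 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and the smallest adjusted p-value was 0.9997. The count stayed at 0 in each of the 10 fits that left out one embryo, and also at 0 when all 19 embryos were fitted together. DESeq2 moved this count most, to 15 genes, 5 of them higher and 10 lower in Ehmt2M/Z. Ehmt2 itself (ENSMUSG00000013787, GRCm38 chromosome 17, 34898469 to 34914052) had 83.1 ± 20.4 CPM (SD, n = 5) in Ehmt2M/Z and 121.0 ± 33.0 CPM (SD, n = 5) in Ehmt2M/+, a log2 fold change of -0.54 (standard error 0.27, adjusted p = 0.9997 from the same edgeR fit). The exact permutation test on its log2 CPM gave p = 0.079, which is not under 0.05. With 5 embryos in each subgroup, a lower level of Ehmt2 in Ehmt2M/Z can be neither shown nor excluded. Controls had 142.6 ± 10.6 CPM of Ehmt2 (SD, n = 3) with the zygotic genotype +/- and 140.9 ± 75.2 CPM (SD, n = 6) with +/+. The number of genes separating the subgroups was the paper's reason to treat them as one group.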

Of note, we observed differential expression of only six genes between *Ehmt2^M/Z^* and *Ehmt2^M/+^;* we decided therefore to group them together. Maternally depleted G9a embryos however are largely transcriptionally distinct from the controls as shown by principal component analysis (PCA) (Figure 3—figure supplement 1A). 

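PCA was run on TMM-normalized log2 CPM of 11754 genes (prior count 2), centred per gene, for 9 control and 10 Ehmt2Mat embryos. The first component held 15.3% of the variance, the second 10.7% and the third 8.9%. Scores on the first component differed between the groups by 97.5 units (exact permutation test over 92378 splits, p = 9.7e-05, adjusted p = 3.9e-04 over 4 components), and no such difference was seen on the second (exact permutation test, p = 0.319, adjusted p = 0.611). Of the 9 controls, 8 scored between -79.0 and -49.6 on the first component and the mutants between -3.0 and 133.5. Control embryo 10, at 26.0, lay within the range of the mutants. The nearest embryo by Euclidean distance was of the same group for 10 of 10 mutants but for only 2 of 9 controls. Group membership accounted for 12.5% of the variance among embryos (PERMANOVA, p = 1e-04, the smallest p that the permutations can give). The filter on low counts moved this share most, to 18.3% with at least 10 counts in every embryo, and it lay between 12.4% and 14.1% when one embryo at a time was left out. With the embryos taken as variables, which gives loadings like those plotted in Figure 3—figure supplement 1A, the first component held 80.1% of the variance, and the groups differed on the second component, which held 3.0% (exact permutation test, p = 2.2e-05). The paper takes the separation of the groups in the PCA as evidence that embryos without maternal G9a have a distinct transcriptome.

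**Figure D1:**
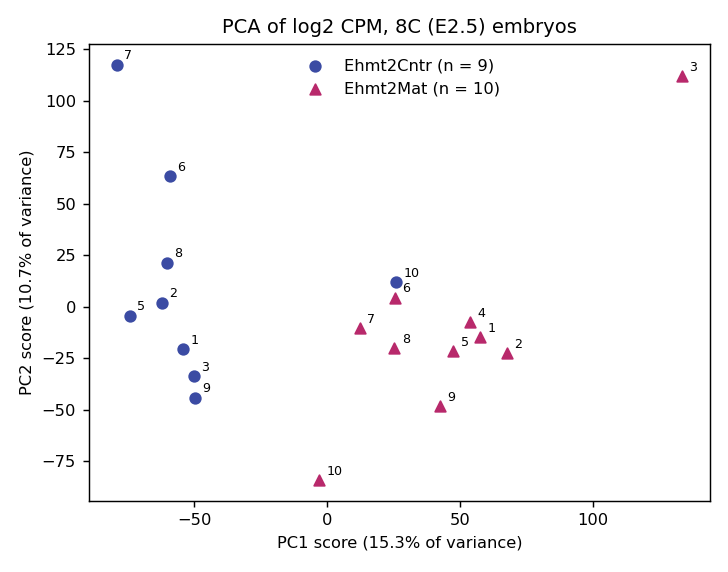
Scores of 9 Ehmt2Cntr (circles) and 10 Ehmt2Mat (triangles) 8C embryos on the first component (x axis, 15.3% of the variance) and the second component (y axis, 10.7%), each point labelled with its embryo number. Of the controls, 8 sit at -49.6 or lower on the first component and control 10 sits at 26.0, among the mutants.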

The differential expression of 1467 genes accounts for the differences between the two groups, of which 44% become upregulated (Figure 3A, Figure 3—source data 2). 

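With edgeR's quasi-likelihood test, 1099 of 11754 genes were differentially expressed between 10 Ehmt2Mat and 9 Ehmt2Cntr embryos at an adjusted p-value under 0.05, of which 514 were upregulated and 585 downregulated. Upregulated genes made up 46.8% of them (95% Wilson confidence interval 43.8% to 49.7%). Requiring an absolute log2 fold change of at least 1 left 667 genes, 254 up and 413 down. The upregulated genes with the smallest adjusted p-values among these were Aurka, Nolc1, Poldip3, Rnps1 and Nop2. Aurka (ENSMUSG00000027496, GRCm38 chromosome 2, 172356190 to 172370535) rose from 317 ± 88 CPM (SD, n = 9) to 814 ± 203 CPM (SD, n = 10), a log2 fold change of 1.36 (standard error 0.18, adjusted p = 1.8e-04 from edgeR), and all 10 mutants lay above every control. The log2 fold changes of the other 4 were between 1.46 and 1.67. On the downregulated side the genes were Mrpl21, Hmgn1, Tsen34, Rnf126 and Snx3. Mrpl21 (ENSMUSG00000024829, chromosome 19, 3282901 to 3292837) fell from 87.9 ± 24.1 CPM (SD, n = 9) to 21.3 ± 3.3 CPM (SD, n = 10), a log2 fold change of -2.05 (standard error 0.21, adjusted p = 7.7e-06 from edgeR). The log2 fold changes of the other 4 ran from -2.73 to -1.44. In all 10 of these genes the 10 mutants lay on one side of the control median. The number of genes depended most on the tool, with 2068 genes from DESeq2, of which 52.4% were upregulated. With the embryo number as a replicate block, 699 genes passed, of which 50.8% were upregulated. Across the 19 fits that each left out one embryo, the number of genes stayed between 884 and 1262.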

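A repressor lost without secondary effects would leave mostly upregulated genes among those that change, so the balance of directions bears on this point. In the edgeR fit, 514 genes were upregulated and 585 downregulated in Ehmt2Mat embryos, and the upregulated share of 46.8% was slightly below an even split (exact binomial test across genes, which are not independent, p = 0.035). The median log2 fold change was 0.99 among the upregulated and -1.24 among the downregulated genes. The share moved most with the fold-change threshold, to 38.1% among genes with an absolute log2 fold change of at least 1, while dropping the filter on low counts raised it to 54.8%. Upper-quartile normalization gave 49.5%, so the small departure from an even split depends on the processing. From the lack of excess among derepressed genes, the paper reasons that the transcriptome was affected before the 8C stage and that secondary effects had accumulated by then.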

Lack of enrichment for derepressed genes upon maternal loss of a transcriptional repressor implies that the transcriptome is affected prior to 8C, by which stage we observe substantial accumulation of secondary transcriptional effects. Interestingly, there were only four genes upregulated in both E2.5 *Ehmt2^Mat^* and E6.25 *Ehmt2^-/-^* embryos (Zylicz et al., 2015)(Chi2 p>0.77; Figure 3B), indicating that G9a plays a distinct role in pre- and post-implantation development.

**Figure 3.**
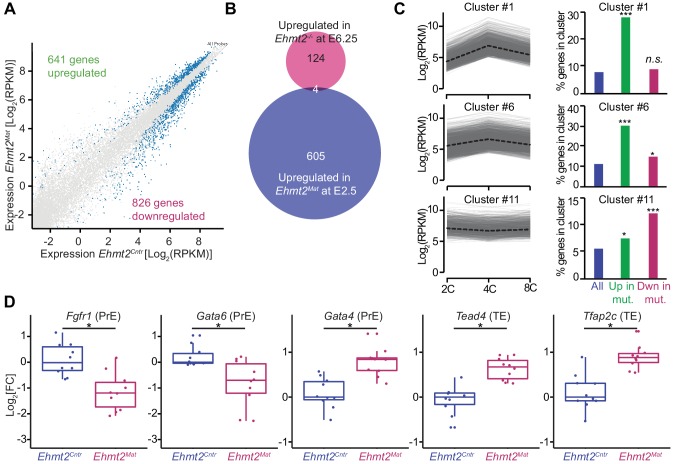
Maternal G9a represses a subset of genes induced at 4 cell stage. (**A**) Scatter plot showing transcript expression levels in *Ehmt2^Cntr^* and *Ehmt2^Mat^* 8C (E2.5) stage embryos. Blue points are differentially expressed genes (adjusted p<0.05 in DEseq2). Shown is the average from ten biological replicates. (**B**) Venn diagram showing the overlap between upregulated genes upon maternal loss of G9a (*Ehmt2^Mat^*) at 8C (E2.5) and those upregulated in zygotic *Ehmt2* deletion in E6.25 epiblast (Zylicz et al., 2015). (**C**) Expression profiles of genes within specific clusters during wildtype development from 2C to 8C (left panels). Dotted line represents mean expression within the cluster. Data from GSE22182 (Tang et al., 2011) was used and within all expressed genes 14 specific clusters were identified. Shown are clusters most enriched for genes becoming derepressed (Clusters 1 and 6) or downregulated (Cluster 11) at 8C in Ehmt2^Mat^. Right panel of bar plots shows the percentage of genes upregulated (Green) or downregulated (Red) at 8C in Ehmt2^Mat^, which belong to identified clusters. Significance of enrichments was calculated using Chi2 test (* 10^−5^ < p < 0.05; ** 10^−10^ < p < 10^−5^; ***p<10^−10^). (**D**) Fold expression changes of PrE (*Fgfr1, Gata6*, *Gata4*) and TE (*Tead4, Tfap2c*) marker genes in *Ehmt2^Mat^*compared to *Ehmt2^Cntr^* 8C embryos. Box plots show median and interquartile range (IQR), with whiskers drawn 1.5xIQR away from the lower and upper quartiles. Each dot is a single embryo and data was normalised to median expression levels in *Ehmt2^Cntr^*. (*adjusted p<0.05 in DEseq2). 2C: 2 cell embryo, 4C: 4 cell embryo; 8C: 8 cell embryo; *Ehmt2^Cntr^*: control embryos with maternally inherited G9a; *Ehmt2^Mat^* embryos maternally depleted of G9a; *Fgfr1*: fibroblast growth factor receptor 1; *Gata4*: GATA binding protein 4; *Gata6*: GATA binding protein 6; IQR: interquartile range; *Tcfap2c*: Transcription factor AP-2 gamma; TE: trophectoderm; *Tead4*: TEA domain transcription factor 4. Also see Figure 3—figure supplements 1–3 and Figure 3—source data 1–3. 10.7554/eLife.33361.011Figure 3—source data 1.List of all single-embryo RNAseq samples sequenced.Shown are numbers of uniquely mapped reads as well as the genotype of each embryo. 10.7554/eLife.33361.012Figure 3—source data 2.List of differentially expressed genes between Ehmt2^Cntr^ and Ehmt2^Mat^ at 8C stage embryos.Differentially expressed genes were identified using DEseq2 with adjusted p-value<0.05. 10.7554/eLife.33361.013Figure 3—source data 3.List of enriched GO terms in genes upregulated or downregulated in 8C Ehmt2^Mat^ embryos.GO term enrichment for biological processes was calculated using DAVID software with minimum five genes in a category and EASE p-value<0.05.

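Figure 3—source data 1 gives the uniquely mapped reads of each embryo. The deposited counts are reads on exons of genes, with a read that overlaps several genes counted for each of them, so their totals are another quantity. For 18 of the 19 embryos the total count was between 1.38 and 2.25 times the listed reads. Control embryo 8 was apart, with 29402786 counts against 122646338 listed reads, or 0.24 counts per listed read.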

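The part of Figure 3—source data 2 that could be read lists 826 genes with lower and 423 with higher mean log2 expression in Ehmt2Mat embryos. Of these, 1193 passed the filter on low counts here. The edgeR log2 fold change had the same sign as the listed difference for 1189 genes and the opposite sign for 4. Across these genes, which are not independent replicates, the fold changes had a Pearson correlation of 0.953 and a Spearman correlation of 0.944 with the listed differences. At an adjusted p-value under 0.05 in edgeR, 703 of them changed in the listed direction, 458 down and 245 up, and 0 in the opposite direction. Among the alternatives, DESeq2 raised this number to 974, and the replicate block, with the pairing taken from the embryo numbers, lowered it to 411.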

**Figure 3—figure supplement 1.**
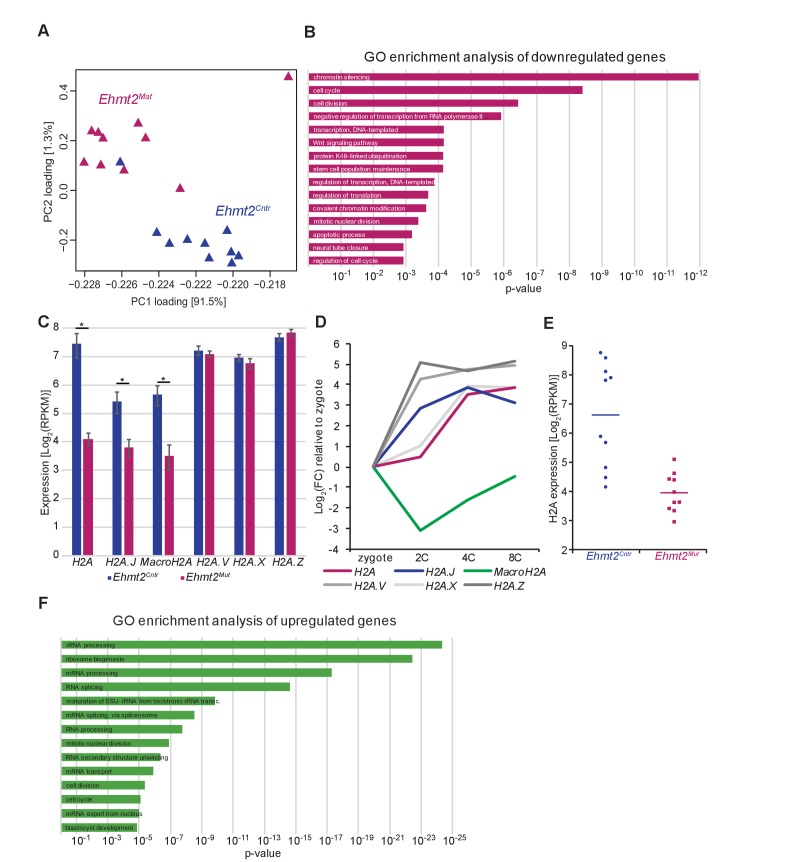
G9a regulates transcription of specific gene sets. (**A**) A score plot of the first two principal components for 20 embryos. Genotype is represented by colour. (**B**) Bar plot showing top 15 enriched GO terms in genes downregulated upon maternal loss of G9a. (**C**) Bar plot showing expression levels of H2A and H2A histone variants in *Ehmt2^Cntr^* and *Ehmt2^Mat^* 8C embryos. Shown is total expression originating from all histone genes coding for a given histone variant. Data are represented as mean (±SEM) from ten independent biological replicates (*adjusted p-value<0.05 from DEseq2). (**D**) Line plot of H2A and H2A histone variant expression dynamics during early development. Data was extracted from a dataset allowing for identification of reads originating from individual histone gene clusters (GSE66582) (Wu et al., 2016) and normalised to zygote expression. (**E**) Dot-plot showing H2A expression levels in individual *Ehmt2^Cntr^* and *Ehmt2^Mat^* 8C embryos. Bar represents data median, each dot represents a single embryo. (**F**) Bar plot showing top 15 enriched GO terms in genes upregulated upon maternal loss of G9a. 2C: 2 cell embryo, 4C: 4 cell embryo; 8C: 8 cell embryo; *Ehmt2^Cntr^*: control embryos with maternally inherited G9a; *Ehmt2^Mat^* embryos maternally depleted of G9a; FC: fold change; GO: gene ontology; PC: principal component; RPKM: reads per kilobase of transcript per million of mapped reads; SEM: standard error of the mean.

**Figure 3—figure supplement 2.**
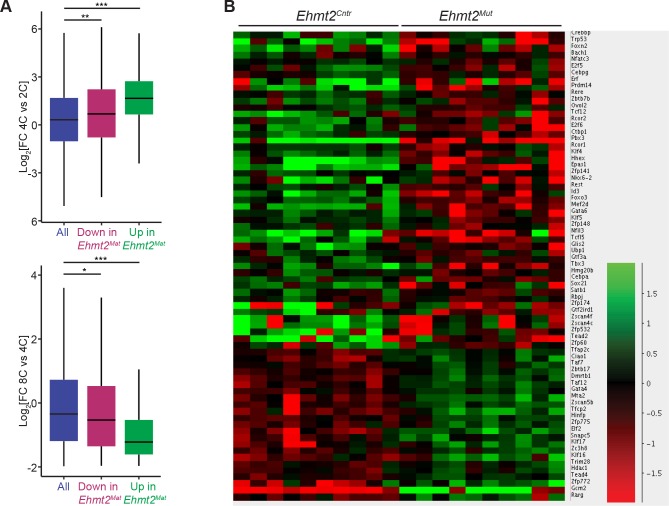
G9a represses a subset of genes upregulated at 4 cell stage. (**A**) Box plots showing the fold expression changes occurring during WT embryo development at the transition from 2C to 4C stage (top), as well as from 4C and 8C (bottom). Blue boxes represent distribution observed between all genes while those downregulated (Down) and upregulated (Up) in 8C *Ehmt2^Mat^* are represented as red and green boxes respectively. (* 10^−5^<p<0.05; ** 10^−10^<p<10^−5^; ***p<10^−10^ in Wilcoxon rank sum test). Dataset used for this this analysis is from GSE22182 (Tang et al., 2011). (**B**) Heatmap showing expression of transcription factor-coding genes in *Ehmt2^Cntr^* and *Ehmt2^Mat^* 8C embryos. Data was normalised to average from all 20 embryos and shown is Log_2_FC. 2C: 2 cell embryo, 4C: 4 cell embryo; 8C: 8 cell embryo; FC: fold change.

**Figure 3—figure supplement 3.**
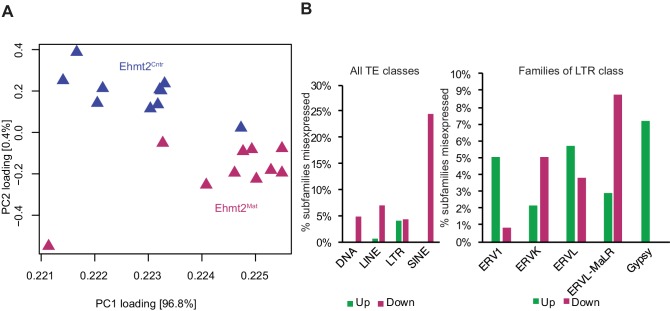
Maternal G9a is dispensable for TE repression. (**A**) Score plot of the first two principal components for 20 embryos using transcripts from repetitive elements. Genotype is represented by colour. (**B**) Bar plot showing the percentage of subfamilies upregulated (Up; green) or downregulated (Down; red) in 8C embryos upon maternal loss of G9a compared to controls. Shown are percentages within all TE classes (left panel) as well as within the LTR class (right panel). *Ehmt2^Cntr^*: control embryos with maternally inherited G9a; *Ehmt2^Mat^* embryos maternally depleted of G9a; ERV: endogenous retrovirus group; LINE: large interspersed nuclear element; LTR: long terminal repeat; MaLR: Mammalian apparent LTR retrotransposon; PC: principal component; SINE: small interspersed nuclear element; TE: transposable element.

For further insight into the role of G9a in regulating early development, we performed Gene Ontology (GO) enrichment analysis (Figure 3—source data 3). Consistent with the reduced blastocyst size and loss of ICM cells at E4.5, the GO terms indicated down regulation of genes involved in cell cycle (p<10^−8^), transcription (p<10^−4^) and stem cell population maintenance (p<10^−4^), in *Ehmt2^Mat^* 8C embryos (Figure 3—figure supplement 1B). 

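No GO annotation was at hand, so a set of 162 cell cycle regulators was defined from gene symbols (cyclins, cyclin-dependent kinases and their inhibitors, Cdc, Mcm, Orc, Aurora and Polo-like kinases, checkpoint and condensin or cohesin genes). Of these genes, 10 were among the 585 downregulated genes of 11754 tested, an odds ratio of 1.26 (95% confidence interval 0.59 to 2.40, Fisher's exact test, p = 0.464, adjusted p = 0.656 over 6 tests). Another 12 were among the 514 upregulated genes, an odds ratio of 1.77 (95% confidence interval 0.89 to 3.21, Fisher's exact test, p = 0.077, adjusted p = 0.153). Neither odds ratio was larger than chance allows at this number of genes. With the DESeq2 gene list, the odds ratio was 1.52 among downregulated genes (adjusted p = 0.201), and with at least 10 counts in every embryo it was 1.36 among upregulated genes (adjusted p = 0.408). The paper reads the GO terms of the downregulated genes as a lowering of cell cycle, transcription and stem cell maintenance genes in mutants. It relates this to the smaller blastocysts and the loss of ICM cells. In its list the cell cycle term is enriched in both directions, with 56 downregulated genes (EASE p = 3.9e-09) and 39 upregulated genes (EASE p = 7.9e-06).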

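The 18 transcripts coding for H2A, MacroH2A and H2A.J in Figure 3—source data 2 comprise 16 canonical H2A genes of the Hist1 and Hist2 clusters, the MacroH2A gene H2afy and the H2A.J gene H2afj. H2afy (ENSMUSG00000015937, GRCm38 chromosome 13, 56073619 to 56136361) had 34.5 ± 30.7 CPM (SD, n = 9) in controls and 5.7 ± 4.8 CPM (SD, n = 10) in Ehmt2Mat embryos, a log2 fold change of -2.59 (standard error 0.59, adjusted p = 0.0067 from edgeR). H2afj (ENSMUSG00000060032, chromosome 6, 136808244 to 136810074) had 29.6 ± 29.7 CPM (SD, n = 9) and 7.8 ± 5.6 CPM (SD, n = 10), a log2 fold change of -1.92 (standard error 0.57, adjusted p = 0.033 from edgeR). The 16 canonical H2A genes could not be tested: none passed the filter on low counts, and the highest count of any of them in any embryo was 15. A median of 82.3% of the 50-base windows in the exons of these 16 genes also occur in another gene, so how reads with several matches were handled can change their counts, and their values are uncertain. Of the 18 genes, 2 were therefore differentially expressed here. This number fell to 1 with the embryo number as a replicate block, with sex as a covariate and with the filter of at least 10 counts in every embryo. With sex called at 10 CPM of Y-linked genes, a threshold chosen after seeing the data, the number stayed at 2.

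Summed over each class, MacroH2A genes fell from 4.77 ± 1.16 (SD, n = 9) to 2.46 ± 1.28 (SD, n = 10) on the log2(CPM + 1) scale (exact permutation test, p = 0.0010, adjusted p = 0.0097 over 10 histone classes). H2A.J fell from 4.28 ± 1.48 (SD, n = 9) to 2.87 ± 0.94 (SD, n = 10), which was not past the adjusted threshold (exact permutation test, p = 0.024, adjusted p = 0.059). The sum of 19 canonical H2A genes was 0.84 ± 0.87 (SD, n = 9) in controls and 0.49 ± 0.43 (SD, n = 10) in mutants (exact permutation test, p = 0.283, adjusted p = 0.354), and a difference was not detectable at these counts. When each embryo was left out in turn, the H2A difference of -0.35 ranged from -0.46 to -0.13, the last without control 10. Among the other variants, H2A.Z fell by 0.79 (exact permutation test, p = 0.0019, adjusted p = 0.0097), whereas H2A.V (difference -0.44, exact permutation test, adjusted p = 0.178) and H2A.X (difference -0.35, exact permutation test, adjusted p = 0.366) did not change beyond the spread between embryos. The H2A.Z gene was also tested in the edgeR fit and was not differentially expressed there. With the replicate block, the difference was -0.77 for H2A.Z (exact permutation test, adjusted p = 0.078) and -2.37 for MacroH2A (exact permutation test, adjusted p = 0.039). RPKM in place of CPM, chosen after seeing the data, moved MacroH2A most, to -1.41. The paper attributes the enrichment of chromatin silencing among downregulated genes to these histone transcripts alone.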

However, the GO term most strikingly enriched was chromatin silencing (p<10^−11^), which is entirely due to reduced levels of 18 transcripts coding for H2A, MacroH2A and H2A.J (Figure 3—figure supplement 1B,C). Invariably, these histones are already upregulated in a subset of *Ehmt2^Cntr^* embryos by E2.5, which is not the case in the mutants (Figure 3—figure supplement 1D,E)(Wu et al., 2014). 

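In individual embryos, the summed expression of the canonical H2A genes ranged from 0 to 5.06 CPM in 9 controls and from 0 to 1.21 CPM in 10 Ehmt2Mat embryos, with 4 controls (embryos 3, 5, 7 and 10) above every mutant. These totals rest on few reads, from 0 to 159 counts per embryo with a median of 7, and the values of single embryos are imprecise. The totals cover 19 genes, and most of the counts come from those outside the 16 listed by the paper. RLE normalization in place of TMM, an alternative added after the data had been seen, left 3 controls above every mutant. H2A.J ranged from 4.5 to 85.9 CPM in controls and from 1.5 to 20.5 CPM in mutants, again with 4 controls (embryos 1, 2, 3 and 5) above every mutant. MacroH2A ranged from 4.3 to 111.6 CPM in controls and from 0.16 to 23.1 CPM in mutants, with 5 controls above every mutant and all 10 mutants below the control median. Controls above every mutant were not limited to these classes, with 4 for H2A.V, 3 for H2A.Z and 1 for H2A.X. From the presence of high-expressing embryos among the controls only, the paper concludes that the histone genes are upregulated in a subset of controls by E2.5 and not in mutants.

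**Figure D2:**
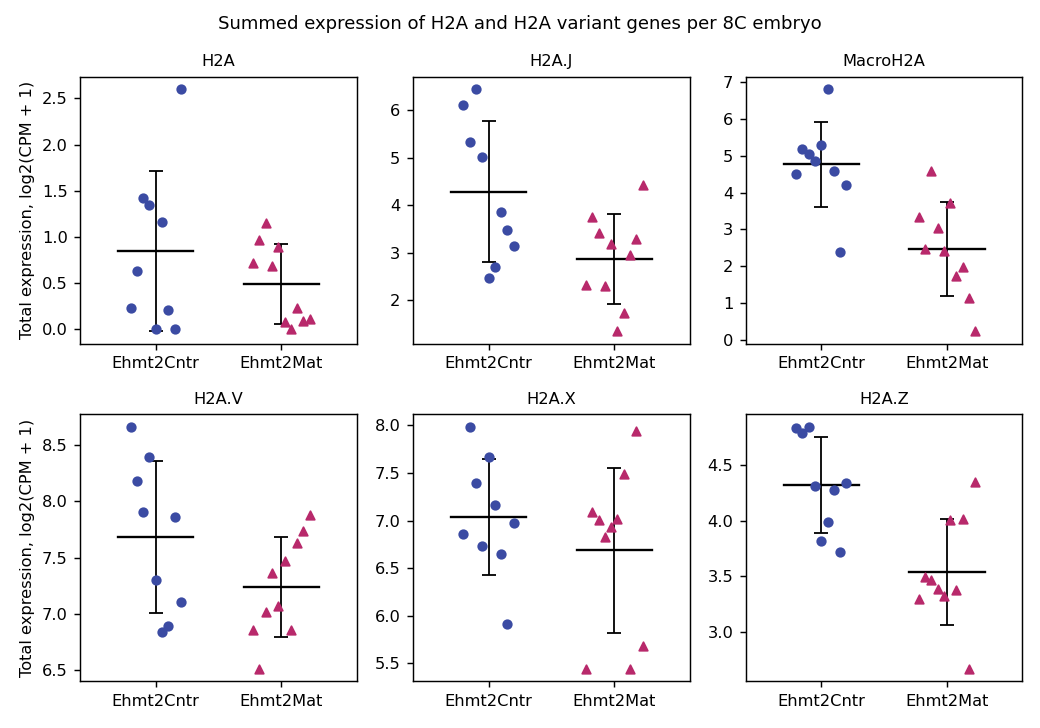
Summed expression of the genes of H2A and 5 H2A variants in each 8C embryo (y axis, log2(CPM + 1)) for 9 Ehmt2Cntr (circles) and 10 Ehmt2Mat (triangles) embryos, with the mean (line) and SD (error bars). All 10 Ehmt2Mat embryos lie below the control median for MacroH2A, and canonical H2A stays at or below 5.06 CPM in every embryo.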

Thus, despite being morphologically indistinguishable from controls, *Ehmt2^Mat^* 8C embryos deviate from them concerning developmental progression. On the other hand, there was high enrichment of genes for GO terms such as rRNA processing (p<10^−23^) and mRNA processing (p<10^−17^) indicating that G9a preferentially represses genes linked to RNA metabolism (Figure 3—figure supplement 1F).

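Gene sets were defined from gene symbols in place of GO terms. Of 93 tested rRNA processing factors (among them Utp, Nop and Rrp genes, exosome subunits and snoRNP proteins), 39 were among the 514 genes upregulated in Ehmt2Mat embryos, an odds ratio of 17.0 (95% confidence interval 10.8 to 26.4, Fisher's exact test, p = 6.6e-29, adjusted p = 3.9e-28 over 6 tests). Only 3 of them were downregulated (odds ratio 0.63, Fisher's exact test, adjusted p = 0.656). Of 107 splicing factors, 14 were upregulated, an odds ratio of 3.36 (95% confidence interval 1.75 to 5.97, Fisher's exact test, p = 2.3e-04, adjusted p = 6.8e-04), and 6 were downregulated (odds ratio 1.14, Fisher's exact test, adjusted p = 0.656). Nolc1 (ENSMUSG00000015176, GRCm38 chromosome 19, 46075863 to 46085528), a nucleolar factor, rose from 662 ± 177 CPM (SD, n = 9) to 1961 ± 683 CPM (SD, n = 10), a log2 fold change of 1.57 (standard error 0.21, adjusted p = 1.8e-04 from edgeR). Nop2 (ENSMUSG00000038279, chromosome 6, 125131909 to 125144753) rose from 154 ± 56 CPM (SD, n = 9) to 490 ± 177 CPM (SD, n = 10), a log2 fold change of 1.67 (standard error 0.23, adjusted p = 2.7e-04 from edgeR). Both odds ratios were lowest with at least 10 counts in every embryo, 10.6 for rRNA processing (adjusted p = 3.8e-23) and 2.44 for splicing (adjusted p = 0.0043). From the enrichment of these processes among upregulated genes, the paper concludes that G9a preferentially represses genes of RNA metabolism.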

To put these results in the context of the developmental progression, we have integrated our results with an independent single-cell RNAseq dataset of wildtype mouse preimplantation embryos (Tang et al., 2011). Firstly, we performed clustering of genes using Gaussian mixture fitting based on their dynamic expression between 2C and 8C stages (Wang et al., 2012). To describe the expression dynamics, we found an optimal number of 14 clusters of genes. Next, we overlapped genes within clusters with those upregulated or downregulated at the 8C stage in *Ehmt2^Mat^* embryos (Figure 3C). Strikingly, of the upregulated genes, 28% and 30% were part of cluster 1 and 6, respectively (Chi^2^ <10^−68^ and Chi^2^ <10^−48^). Genes within those clusters are transiently upregulated at the 4C stage. On the other hand, cluster 11 of stably expressed genes, is most enriched for genes downregulated upon loss of maternal G9a (12% of genes, Chi2 <10^−15^, Figure 3C). To further validate the specific derepression of 4C genes in mutants, we have also analysed gene expression changes between 2C and 4C, as well as 4C and 8C stages in wildtype embryos (Figure 3—figure supplement 2A). Our analysis revealed that genes upregulated in *Ehmt2^Mat^* 8C embryos (green box), show a significant increase in expression at 4C stage, which are silenced later in wildtype embryos. Our findings indicate that during preimplantation development, G9a mediates silencing of a specific set of genes, which are transiently upregulated at 4C stages. Whereas there is significant accumulation of H3K9me2 globally as judged by IF analysis at the 4C stage (Figure 1A,B), the precise distribution of the mark within the genome cannot be ascertained by this observation. We propose that it is only at the 8C stage that the increasing levels of G9a levels allow H3K9me2 deposition at the 4C-specific genes.

Next, to explore the roots of lineage destabilisation in maternally depleted embryos, we focused on the misexpression of transcriptional factors (TFs) in our RNAseq dataset (n = 71) (Figure 3—figure supplement 2B). 

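Of the 71 TFs of Figure 3—figure supplement 2B, 67 passed the filter on low counts. In the edgeR fit, 48 of them were differentially expressed between Ehmt2Mat and Ehmt2Cntr embryos at an adjusted p-value under 0.05, of which 16 were upregulated and 32 downregulated. For 62 of the tested TFs the readable part of Figure 3—source data 2 gives a difference, and the sign was the same as here for all 62. Of the alternatives set in advance, the replicate block, with embryos paired by number, moved the count most, to 33 TFs, and DESeq2 gave 56.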

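Expression of the PrE and TE markers was compared between 9 Ehmt2Cntr and 10 Ehmt2Mat embryos, with counts of these genes from 188 to 20758 per embryo. Gata6 (ENSMUSG00000005836, GRCm38 chromosome 18, 11052510 to 11085635) fell from 571 ± 245 CPM (SD, n = 9) to 159 ± 121 CPM (SD, n = 10), a log2 fold change of -1.85 (standard error 0.39, adjusted p = 0.0041 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fgfr1 (ENSMUSG00000031565, chromosome 8, 25513654 to 25575714) fell from 151.5 ± 85.1 CPM (SD, n = 9) to 40 ± 22 CPM (SD, n = 10), a log2 fold change of -1.93 (standard error 0.34, adjusted p = 0.0012 from edgeR). All 10 mutants were below the control median for both genes. Tead4 (ENSMUSG00000030353, chromosome 6, 128224288 to 128300823) rose from 230 ± 58 CPM (SD, n = 9) to 430 ± 125 CPM (SD, n = 10), a log2 fold change of 0.90 (standard error 0.19, adjusted p = 0.0046 from edgeR), with 8 of 10 mutants above every control. Tfap2c, also named Tcfap2c (ENSMUSG00000028640, chromosome 2, 172549593 to 172558622), rose from 214 ± 66 CPM (SD, n = 9) to 360 ± 111 CPM (SD, n = 10), a log2 fold change of 0.75 (standard error 0.20, adjusted p = 0.018 from edgeR), with 5 of 10 mutants above every control. Exact permutation tests on log2 CPM gave adjusted p-values of 9.3e-04 for Fgfr1, Gata6 and Tead4 and 0.0016 for Tfap2c, adjusted over 7 genes. Of these genes, only Tfap2c lost its significance under an alternative: with the embryo number as a replicate block its log2 fold change was 0.73 (adjusted p = 0.083 from edgeR). The same block gave -1.91 for Fgfr1, -2.07 for Gata6 and 0.85 for Tead4. Sex as a covariate moved Tead4 most, to 0.75 (adjusted p = 0.018 from edgeR). That fit counted Ehmt2Mat embryo 4 as male at 2.31 CPM of Y-linked genes. With sex called at 10 CPM, a threshold chosen after seeing the data, the shift was smaller. The paper reports lower PrE specifiers and higher TE markers in the mutants, and relates these directions to the fewer PrE and more TE cells.

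**Figure D3:**
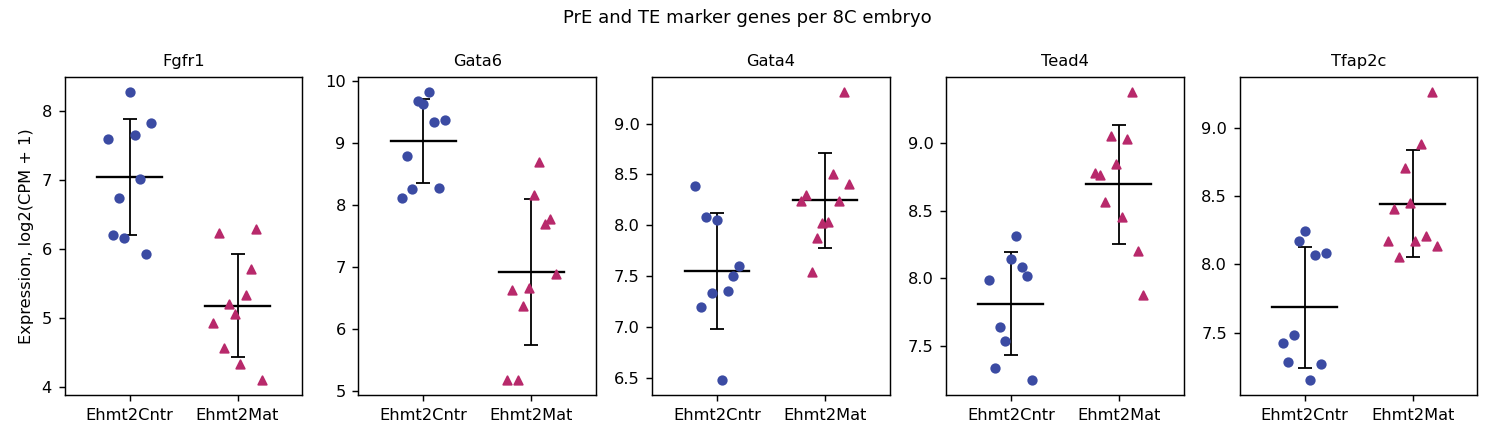
Expression of 5 marker genes in each 8C embryo (y axis, log2(CPM + 1)) for 9 Ehmt2Cntr (circles) and 10 Ehmt2Mat (triangles) embryos, with the mean (line) and SD (error bars). All 10 Ehmt2Mat embryos lie below the control median for Fgfr1 and Gata6, and 8 of 10 lie above every control for Tead4.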

Consistent with fewer PrE and more TE cells, there was a reduction in the levels of PrE specifiers (*Gata6*, *Fgfr1*), and an increase in the expression of TE markers (*Tead4, Tcfap2c*) in maternally deleted mutants compared to controls (Figure 3D). 

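Gata4 (ENSMUSG00000021944, GRCm38 chromosome 14, 63198922 to 63271692) had 200 ± 76 CPM (SD, n = 9) in controls and 318.8 ± 122.6 CPM (SD, n = 10) in Ehmt2Mat embryos, from 1141 to 9639 counts per embryo. The log2 fold change of 0.68 (standard error 0.23) had an adjusted p-value of 0.067 from edgeR's quasi-likelihood test, which is not under 0.05. All 10 mutants were above the control median and 3 were above every control (exact permutation test on log2 CPM, p = 0.0075, adjusted p = 0.010 over 7 genes). DESeq2 gave a log2 fold change of 0.67 with an adjusted p-value of 0.040, and sex as a covariate in edgeR gave 0.77 (adjusted p = 0.036). With the replicate block the estimate was 0.74 (adjusted p = 0.113 from edgeR). The widest shift came from single embryos, with estimates from 0.51 to 0.79 when each was left out in turn. The paper notes this upregulation as early, since Gata4 is normally expressed in late blastocysts.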

Intriguingly, expression of *Gata4,* normally seen in late blastocysts, already shows upregulation in mutant embryos (Plusa et al., 2008) (Figure 3D). These results indicate that maternal loss of G9a results in destabilisation of specific gene regulatory networks involved in pre-implantation development. Efficient setting up of such transcriptional circuitry as early as the 8C stage seems necessary for subsequent timely lineage segregation. However, it remains unclear which subset of the differentially expressed genes directly results in PrE defects. Indeed, this might be linked to increased expression of a critical trophectoderm specifier *Tead4* (Yagi et al., 2007), or downregulation of vital PrE regulators *Fgfr1* (Kang et al., 2017; Molotkov et al., 2017) and *Gata6* (Schrode et al., 2014). Alternatively, ICM cells might show increased sensitivity to the deregulation of such processes as RNA metabolism and cell cycle. Importantly, derepression of transposable elements (TE) might also result in increased DNA damage and cell death (Ancelin et al., 2016).

To address the latter hypothesis, we performed differential TE expression analysis on our RNA-seq dataset. Of particular interest are murine endogenous retrovirus-like elements (MuERV-L), which were shown to be derepressed upon loss of G9a in embryonic stem cells (ESCs)(Maksakova et al., 2013). This class of TEs is transiently expressed at the 2C stage (Kigami et al., 2003; Macfarlan et al., 2012; Peaston et al., 2004) and regulates zygotic genome activation, transcriptional networks and developmenal progression (Huang et al., 2017; Kigami et al., 2003). Our TE analysis of mutant embryos however revealed only a very mild reactivation of the ERV-L family of TEs, which contains MuERV-L (Figure 3—figure supplement 3). Thus, G9a is dispensible for timely repression of these retrotransposons. We have however observed persistent H3K9me2 staning at DAPI-dense foci in *Ehmt2^M/Z^* at the 8C stage (Figure 2A), suggesting that another histone methyltransferase is likely to deposit silent chromatin marks at repetetive elements in the absence of G9a. Indeed, a recent study suggests that a loss of SETDB1, an H3K9 methyltransferase, results in upregulation of both ERV and LINE1 elements in oocytes (Kim et al., 2016).

In conclusion, the role of G9a during preimplantation development is distinct from that observed during postimplantation development. Notably, G9a is required for the repression of a specific set of transiently upregulated 4C genes in preimplantation embryos. Moreover, maternal G9a allows for the appropriate setting of transcriptional circuits, which promote developmental progression, timely PrE specification and stabilisation of ICM lineages. Together with PRDM14 and arginine methylation reported previously (Burton et al., 2013; Torres-Padilla et al., 2007), our findings suggest that the earliest epigenetic programming events at the onset of development are involved in creating a competent environment for cell fate choices that ensue. These epigenetic regulators, amongst others, ensure establishment of stable transcriptional circuitry, which instructs lineage segregation later in development.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference
Strain (mouse)	Ehmt2Flox/Flox	PMID:17707231
Strain (mouse)	Zp3-Cre	PMID: 10686600

GO term enrichment analysis were performed exactly as in (Zylicz et al., 2015).

### Mouse breading, embryo collection

Timed natural matings were used for all experiments unless otherwise stated. Noon of the day when the vaginal plugs of mated females were identified was scored as E0.5. For *Ehmt2* matings a published conditional allele was used (Sampath et al., 2007). To obtain *Ehmt2^Cntr^* or *Ehmt2^Mat^* embryos, *Ehmt2^F/+^* Zp3-Cre^+ve^ or *Ehmt2^F/-^* Zp3-Cre^+ve^ females were used respectively (de Vries et al., 2000). When stated a *ΔPE-Pou5f1-EGFP* reporter line was crossed in (GGOF) (Yeom et al., 1996). All husbandry and experiments involving mice were carried out according to the local ethics committee and were performed in a facility designated by the Home Office.

### Immunofluorescence

Embryos were treated as previously described (Nichols and Smith, 2009). Primary antibodies used are as follows: anti-CDX2 (Biogenex, clone CDX2-88), anti-H3K9me2 (Abcam, UK, ab1220), anti-GFP (Nacalai tesque, Japan, GF090R), anti-G9a (Cell Signaling, MA, 68851T), anti-GLP (Research and Diagnostic Systems, MN, PP-B0422-00), anti-SOX2 (Abcam, UK, ab92494), anti-SOX17(Research and Diagnostic Systems, MN, AF1924). Mean nuclear intensities of IF and DAPI signal were quantified using mageJ and corrected for the staining background. As nuclear size is changing between stages all IF measurements were normalised to DAPI signal as a proxy for DNA content.

### Single-Embryo RNAseq

The embryos used were from natural matings and were morphologically assessed to ensure only viable samples were collected. cDNA was prepared and amplified as earlier described (Tang et al., 2010). Illumina libraries were prepared as published (Huang et al., 2017). Single-end 50 bp sequencing was performed with HiSeq4000 (Illumina, San Diego, CA). RNA-seq reads were adapter- and quality-trimmed, and aligned with Tophat2 (Kim et al., 2013) against the mouse reference (GRCm38/mm10) genome. Read counts per ENSEMBL transcript were obtained by SeqMonk. Differential expression was evaluated with the DESeq2 package (Love et al., 2014). Gene was deemed differentially expressed when p-value<0.05 after Benjamini and Hochberg correction. For clustering the dynamics of gene expression in distinct environments we have used an R package GeneClusterNet based on Gaussian mixture fitting (Wang et al., 2012). For this analysis data was downloaded from GEO (GSE22182) (Tang et al., 2011). Optimal numbers of clusters (14) was identified by finding minimal Bayesian Information Criterion. For TE analysis, RNA-seq reads were aligned with *bowtie* (options: ‘-m 1 – v1 --best --strata’) selecting for uniquely mapping reads only. RepeatMasker annotations of individual TE elements were downloaded from the UCSC Table Browser. Read counts per TE elements were obtained by *featureCounts* (http://bioinf.wehi.edu.au/featureCounts). Data is available under GSE106790.

How the deposited data were processed for this re-analysis (not part of the article)

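RNA of single 8C embryos collected at E2.5 was measured in 9 Ehmt2Cntr and 10 Ehmt2Mat embryos, and the condition, number and zygotic genotype of each embryo were taken from the sample records and from Figure 3—source data 1. The authors deposited raw counts, the number of reads on each of 34937 Ensembl genes per embryo, without normalization. The headers of the deposited count files record featureCounts 1.5.0 on exons of the Ensembl release 82 annotation of GRCm38, with a minimum overlap of 10 bases, reads assigned to every gene they overlap and multi-mapping reads kept. The aligner behind these counts is not stated in the headers. For gene expression, the methods of the paper describe adapter and quality trimming, Tophat2 alignment to GRCm38/mm10, read counts per Ensembl transcript from SeqMonk and DESeq2, and the authors' featureCounts step is described for the transposable elements.

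From the deposited counts, edgeR 4.0.16 in R 4.3.3 was used with its filter on low counts, which kept 11754 genes, TMM normalization and the quasi-likelihood test, with Benjamini-Hochberg adjustment and a threshold of 0.05. CPM were computed with TMM-scaled library sizes. The main fit compared 10 Ehmt2Mat with 9 Ehmt2Cntr embryos without covariates, and separate fits compared Ehmt2M/Z with Ehmt2M/+ embryos (12195 genes) and controls with the zygotic genotypes +/- and +/+ (12646 genes). Single genes and histone classes were also compared by exact permutation tests over all 92378 splits of the embryos into 9 and 10, on log2(CPM + 1) for the histone classes, with genes of a class summed. PCA and PERMANOVA (vegan 2.7.1, Euclidean distance) used log2 CPM with a prior count of 2. Gene sets for rRNA processing, splicing and the cell cycle were written as rules on gene symbols and tested with Fisher's exact test against all tested genes, with adjustment over 6 tests. Confidence intervals of shares are 95% Wilson intervals.

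Total counts per embryo were between 8231646 and 30602434, so that 3 counts in an embryo are worth between 0.091 and 0.363 CPM. The genes named in the text were chosen by a rule: the genes the paper names (Fgfr1, Gata6, Gata4, Tead4, Tfap2c, Ehmt2 and Ehmt1), 18 histone genes and 71 TFs as sets, Sox2, Sox17, Cdx2, Pou5f1, Zscan4c and Zscan4f, and the 5 upregulated and 5 downregulated genes with the smallest adjusted p-values among those with an absolute log2 fold change of at least 1.

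The alternatives were RLE and upper-quartile normalization, DESeq2 1.42.0, no filter on low counts, at least 10 counts in every embryo, the embryo number as a replicate block, sex as a covariate (male above 1 CPM of Y-linked genes), counts thinned to the lowest total, an absolute log2 fold change of at least 1, other pseudocounts and prior counts, the 500 most variable genes for PERMANOVA, and each embryo left out in turn. Added after seeing the data were sex called at 10 CPM, removal of each embryo's slope on exon length with and without the replicate block, RPKM for the histone classes, and RLE and RPKM for the number of controls above every mutant.

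The scripts were tested on simulated data with 200 changed genes, of which edgeR recovered 70% with 1.41% of its calls unchanged genes, and DESeq2 recovered 74.5% with 13.9%. With no gene changed, edgeR called 0 genes and DESeq2 called 1. The simulated counts were drawn from dispersions estimated by edgeR, so these values do not rank the tools on the real data. The clusters of wild-type expression, the E6.25 epiblast and the transposable elements were left out, because their data are not in the files analysed here. GO terms were left out because no GO annotation was at hand.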

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

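Among 46 groups of 4 to 10 samples tested for a sample far from the others, 4 were flagged, against 2.3 expected if 1 group in 20 is flagged by chance, so a flag alone carries little weight. The designs of the main results and their alternatives were set before the processed files arrived, except for the additions named with their values, while the technical explanations were chosen afterwards. The predictions for the technical explanations were written before each test was run, except where stated.

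Control embryo 10 had 16142 genes with a count, against 13230 in the next control. Depth was tested by thinning all embryos to the lowest total, after which control 10 still had 15480 genes against at most 12773 in the other controls, with a gap of 0.728 of the range, above the 0.493 at which 9 samples are flagged. Reads from genomic DNA would make the counts of the 1255 genes found only in this control follow exon length, and their Spearman correlation across genes, which are not independent replicates, was 0.246, below the level set for this explanation. Low-level reads from Ehmt2Mat embryos would make them follow the mean in the mutants, and this correlation was 0.327, past its level but weak. Of these genes, 77.8% had a count in a mutant, against 14.9% of all genes absent from controls. The latter were chosen for having no count in any control, and their median exon length was 767 bases against 2231. This contrast therefore cannot show carry-over by itself. From the weak correlation, carry-over of RNA or reads from mutants remains a candidate explanation, which these values cannot separate from a real difference of this embryo.

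On the first principal component, control embryo 10 scored 26.0 and the next control -49.6, so that control 10 lay among the mutants. After thinning the gap was 0.579 of the range, with a score of 11.3 against at most -40.5 in the other controls, so depth alone leaves it in place. The values of this embryo in Figure 3—source data 2 had a correlation of 0.930 with its own counts and at most 0.389 with any other embryo, so the counts are those the paper lists under the same name. A label wrong in both places cannot be seen this way. A mixture of a control and a mutant would give the same mutant share from upregulated and downregulated genes, and the shares were 33.5% and 72.8%, 39.4 points apart. The rule written in advance would have ruled a mixture out. Other controls, however, had shares between 4.46 and 54.6 points apart, a comparison added after the value was seen, so the test cannot tell, and a mixture may remain. Figure 3—figure supplement 1A of the paper also shows 1 control among the mutants.

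Ehmt2Mat embryo 3 scored 133 on the first component (next 67.5) and 112 on the second (next 4.41). This embryo had the lowest total count, 8231646. No technical or biological explanation was tested for it.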

How the results depend on the processing

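Of 32 results, 19 were unchanged in every alternative. Of 558 alternative rows, 361 of them leaving out one embryo, 503 were unchanged, 3 were weaker, 9 stronger, 17 reversed and 26 moved.

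The number of genes differing between Ehmt2Mat and Ehmt2Cntr embryos was 1099, and 2068 with DESeq2, 667 with an absolute log2 fold change of at least 1, 699 with the replicate block and 681 with the block and the exon length slope removed. Leaving out one embryo gave 884 to 1262. The upregulated share was 46.8%, and 52.4% with DESeq2, 38.1% with the fold-change threshold, 54.8% without a filter, 50.8% with the block and 51.1% with the block and the length slope removed. The block spends degrees of freedom on 10 embryo numbers, and the embryos whose number occurs in 1 group add nothing to the comparison. In 1 set of simulated data DESeq2 also called more unchanged genes, 13.9% of its calls against 1.41% for edgeR. Those counts were drawn from dispersions estimated by edgeR, for genes passing edgeR's filter and with only 200 changed genes. They therefore cannot tell how many of the 2068 genes from DESeq2 are false.

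Among the 71 TFs, 48 passed, and 29 with the block and length slope removed. Of the genes of Figure 3—source data 2, 703 passed, and 411 with the block and 394 with the block and length slope removed. Of the 18 histone genes, 2 passed, and 1 with at least 10 counts in every embryo, with the block, with the block and length slope removed, and with sex as a covariate, and 1 to 2 when an embryo was left out. With sex called at 10 CPM, 2 of the histone genes passed. Between Ehmt2M/Z and Ehmt2M/+ embryos 0 genes passed, and 15 with DESeq2. Between controls with zygotic genotypes +/- and +/+ 0 passed, and 103 with DESeq2, and 0 to 1 when an embryo was left out.

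The log2 fold change of Tfap2c fell short of the threshold with the block (0.726, adjusted p = 0.083 from edgeR) and with the block and length slope removed (0.734, adjusted p = 0.079 from edgeR). Gata4 passed it with DESeq2 (0.670), with at least 10 counts (0.661) and with sex as a covariate (0.770), with 0.507 to 0.792 across the fits without one embryo. Ehmt1, at -0.0017, changed sign with thinned counts (0.0100), without a filter (0.0217), with upper-quartile normalization (0.0200), with sex (0.141), with sex called at 10 CPM (0.0926), with the length slope removed (0.0746) and with the block and length slope removed (0.0143), and ranged from -0.109 to 0.0858 without one embryo. All of these lie within its standard error of 0.26. H2A.Z was no longer past the threshold with the block (-0.770). H2A.J ranged from -1.63 to -1.14 without one embryo, and 4 of 19 of these fits passed. The odds ratio of splicing factors among downregulated genes, 1.14, was 0.717 with at least 10 counts in every embryo (adjusted p = 0.618).

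The settings with the length slope removed and with sex called at 10 CPM were chosen after seeing the data. The replicate block was not run because Ehmt2M/Z and Ehmt2M/+ embryos share no embryo number, as is also true of the controls of different zygotic genotype. The replicate block was not run because no such fit was planned for PERMANOVA, the gene set tests, the count of controls above every mutant and the H2B, H3, H4 and H1 totals. Depth limits the canonical H2A genes, with 0 to 159 counts per embryo in sum, and the H3 genes, with 0 to 43.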

Differences from the paper's values

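The paper reports 6 genes differing between Ehmt2M/Z and Ehmt2M/+ embryos, and 0 were found here. None of the alternatives set before the files arrived closed the gap, and DESeq2 gave 15. The paper reports 18 reduced H2A, MacroH2A and H2A.J transcripts, and 2 were found here, with none of the alternatives closing the gap. Only these 2 passed the filter on low counts. The 16 canonical H2A genes had at most 15 counts in any embryo, so the counts used here cannot test whether they fall.

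For summed histone expression, the paper's log2 difference for H2A is about -3.3 in Figure 3—figure supplement 1C, read by eye, against -0.351 here, and none of the alternatives closed the gap. The H2A total here rests on 0 to 159 counts per embryo, too few to test the paper's value. For H2A.V the paper's value is about -0.1 in Figure 3—figure supplement 1C, read by eye, against -0.441 here, and only the fits without control 1 (-0.318), without control 5 (-0.352) and without Ehmt2Mat embryo 2 (-0.360) came within the error. For H2A.Z the paper's value is about 0.2 in Figure 3—figure supplement 1C, read by eye, against -0.787 here, of the opposite sign in every alternative. The second component with embryos as variables holds about 1.3% of the variance in Figure 3—figure supplement 1A, read by eye, and 3.01% here, with no alternative run.

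In Figure 3—source data 2 the paper's log2 difference is -1.24 for Fgfr1, against -1.93 here, and -1.03 for Gata6, against -1.85 here, and none of the alternatives closed either gap. For Tead4 the paper's value is 0.696, against 0.899 here. The replicate block (0.846), sex as a covariate (0.751) and 8 of the fits without one embryo (0.809 to 0.889, without controls 2, 3, 5 or 10 or Ehmt2Mat embryos 4, 5, 7 or 8) came within the error, and the other alternatives set before the files arrived did not. Sex called at 10 CPM (0.850) and the block with the length slope removed (0.852) also came within the error, and both were chosen after seeing the values.

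The paper lists Gata4 among the genes past its threshold, and its adjusted p-value here was 0.067 from edgeR. The paper describes cell cycle genes as enriched among downregulated genes, and the odds ratio of the cell cycle set here was 1.26 (Fisher's exact test, adjusted p = 0.656). The paper's list also has the term among upregulated genes (39 genes, EASE p = 7.9e-06). Among upregulated genes the odds ratio here was 1.77 (Fisher's exact test, adjusted p = 0.153).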

Other observations

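The 1099 genes differing between Ehmt2Mat and Ehmt2Cntr embryos were set against other groupings and technical explanations. Of 100 splits of the 19 embryos into 9 and 10, only 1, the real one, gave as many genes, and the other splits gave a median of 0 and at most 2. The same count of 1 of 100 held for the 18 histone genes, the 71 TFs, the genes of Figure 3—source data 2 and the 6 gene set tests. Since the other splits gave at most 2 genes, none of these further counts adds anything beyond the number of genes. Total counts did not differ (exact permutation test, p = 0.367), nor did the share of the 10 most counted genes (exact permutation test, p = 0.538) or the slope on GC content (exact permutation test, p = 0.687). Sex was unbalanced, with 5 males and 4 females in controls and 9 males and 1 female in mutants. This limits the fit with sex as a covariate, in which 83.4% of the genes remained. Ehmt2Mat embryo 4 had 2.31 CPM of Y-linked genes, so it was called male at 1 CPM and female at 10 CPM. At 10 CPM, chosen after seeing the data, mutants had 8 males and 2 females, and 93.9% of the genes remained. With the embryo number as a replicate block, 56.4% of the genes remained. Genes overlapping another gene were not more frequent among them (Fisher's exact test, p = 0.206), embryos with the same number did not deviate together (permutation test, p = 0.298), and 19 of 19 embryos correlated best with their own values in Figure 3—source data 2. The slope of log2 CPM on log2 exon length, however, was 0.034 ± 0.065 (SD, n = 9) in controls and -0.031 ± 0.047 (SD, n = 10) in mutants (exact permutation test, p = 0.0242). The difference rests on controls 6 to 9, with slopes from 0.0717 to 0.120. Those of the other 5 controls, from -0.0457 to -0.0025, lay within the range of the mutants, from -0.0828 to 0.0724. Control 7, at 0.0717, lay at the upper end of that range. The slope difference may therefore reflect a difference among the control libraries rather than between the groups. On the third component controls 1, 2, 3 and 5 scored from 41.9 to 82.4 and controls 6 to 10 from -48.9 to -14.8, so control 10 lies with controls 6 to 9 there but not in the slope. These patterns were seen only after the test, and were not tested. Removing this slope from each embryo, an alternative added after seeing the data, left 1131 genes and kept 94.4% of the original ones, so this slope does not account for most of them. A biological reading stays a hypothesis. No batch is given in the sample records, so batches could not be tested.

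Between Ehmt2M/Z and Ehmt2M/+ embryos, 100 of 100 splits of the 10 embryos into 5 and 5 gave at least the 0 genes of the real split, and between controls of zygotic genotype +/- and +/+ this held for 84 of 84 splits. A count of 0 cannot be exceeded from below, so these splits cannot test it. Most other groupings gave 0 as well, but 1 split of the mutants gave genes (at most 3), as did 5 splits of the controls (at most 10).

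The 16 canonical H2A genes had almost no counts in the deposited files. Reads shared between near-identical copies were tested by the share of 50-base windows found in another gene, with a median of 82.3% across the 16 genes and more than 50% in 14 of them. Loss of such reads is a candidate explanation, but only before counting, since the headers record that multi-mapping reads were kept. In addition, Hist1h2ac, with only 14.1% of its windows shared, had a summed count of 3 over all embryos, which shared reads do not explain. With 0 of the 16 genes in the fit, whether shared reads produce the lower H2A total cannot be told. Of the H2B, H3 and H4 totals, 0 fell with an adjusted p-value under 0.05, a prediction written only after the totals had been seen. The H4 total was higher in mutants by 1.04 (exact permutation test, p = 0.022, adjusted p = 0.059). The difference was 0.61 for H2B (exact permutation test, adjusted p = 0.337) and -0.24 for H3 (exact permutation test, adjusted p = 0.393). In the 9 controls the H2A total and depth had a Pearson correlation of 0.080 (permutation test, p = 0.847, adjusted p = 0.847) and a Spearman correlation of -0.218 (permutation test, p = 0.571, adjusted p = 0.571, over 3 relations), and r was -0.671 without the 2 embryos farthest from the median in total counts, so the relation is unstable at this number of embryos. Delayed development was tested with 2-cell genes: the smaller exact permutation p of Zscan4c and Zscan4f was 0.0521, with Zscan4f lower rather than higher in mutants (0.56 ± 0.69 CPM, SD, n = 9, against 0.10 ± 0.17 CPM, SD, n = 10), but both genes were below the filter on low counts, with at most 2.10 CPM in any embryo. The rule written for this test would have counted against a delay. That these genes are too low to show one was considered only after the result was seen, and whether the mutants are delayed cannot be told from them.

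More genes had a count in Ehmt2Mat than in Ehmt2Cntr embryos, 14429 ± 1232 (SD, n = 10) against 13155 ± 1179 (SD, n = 9), which the paper does not report. After thinning to one depth the numbers were 14013 ± 1143 (SD, n = 10) and 12701 ± 1084 (SD, n = 9) (exact permutation test, p = 0.0222), and 9 of 10 mutants were above the control median, so depth alone leaves the difference in place. Without control 10 the exact permutation p was 0.00105. For the 3380 genes absent from the 8 controls other than control 10 and present in a mutant, the mean in mutants and exon length had a Spearman correlation across genes of 0.349, above the level of 0.3 set for reads from genomic DNA. Such reads may account for the difference, and it cannot be told apart from them.

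Among the 9 controls, the third principal component fell with the embryo number, with a Pearson correlation of -0.805 (permutation test, p = 0.0160, adjusted p = 0.0479 over 3 relations), -0.738 without the 2 farthest embryos, and a Spearman correlation of -0.617 (permutation test, p = 0.0857, adjusted p = 0.199). The prediction that a batch follows the number used the Spearman test, was written only after the component had been seen, and its p-value of 0.0857 is not under 0.05, while Pearson's is. Correlation with depth was -0.514 (Pearson, permutation test, p = 0.157, adjusted p = 0.235; -0.246 without the 2 farthest) and -0.55 (Spearman, permutation test, p = 0.133, adjusted p = 0.199). Male and female controls did not differ (exact permutation test, p = 0.476). The number is not a recorded batch, and no biological explanation was tested.

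Sox2 had 1.86 ± 3.27 CPM (SD, n = 9) in controls and 0.025 ± 0.078 CPM (SD, n = 10) in Ehmt2Mat embryos (exact permutation test, p = 0.011, adjusted p = 0.069 over 6 genes), Cdx2 5.96 ± 11.2 CPM (SD, n = 9) and 0.16 ± 0.49 CPM (SD, n = 10) (exact permutation test, p = 0.108), and Sox17 did not differ (exact permutation test, p = 0.201). These 3 genes were below the filter on low counts. In controls Sox2 was highest in embryos 9 (8.9 CPM) and 7 (6.0 CPM), with at most 1.2 CPM in the others. DESeq2 gave Sox2 a log2 fold change of -6.42 (adjusted p = 0.0024). Its adjusted p-values were 0.206 for Cdx2 and 0.941 for Sox17. Pou5f1 had a log2 fold change of -0.18 (standard error 0.38, adjusted p = 0.846 from edgeR). Ehmt2 had a log2 fold change of -0.47 (standard error 0.24, adjusted p = 0.233 from edgeR) and Ehmt1 of -0.0017 (standard error 0.26, adjusted p = 0.998 from edgeR). With the replicate block, embryos being paired by their number, the Ehmt2 estimate was -0.395 (adjusted p = 0.442 from edgeR) and the Ehmt1 estimate -0.069 (adjusted p = 0.934 from edgeR).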
